A study of Homo sapiens with 24 samples. Its data were reported in "Transcriptomic differences in chromatin and cell cycle regulation in A549 cells after irradiation with carbon ions and X-rays" (2026).

How the data were processed

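RNA was measured by poly(A)-selected mRNA sequencing in 24 libraries of A549 cells, a human lung adenocarcinoma line with wild-type p53. Per the labels, cells grew for 48 h at 20% or 1% O2, received 0 or 8 Gy of carbon ions (35 MeV per nucleon, linear energy transfer of about 75 keV/µm, 1 Gy/min) and were lysed 4 h later. After irradiation they stayed at 20% O2 (normoxia, N), stayed at 1% O2 (chronic hypoxia, H) or went from 1% to 20% O2 (transient hypoxia, R). C0 and C8 stand for 0 and 8 Gy. Each of the 6 groups had 4 replicates, numbered 1 to 4, and the replicate number equals the batch named in the labels. The study describes them as independent biological repeats from separate passages.

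The authors deposited raw counts of reads per Ensembl gene, 1 table per library. According to the study's methods, the sequencing provider aligned paired reads of 150 bases to GRCh38 with STAR and counted uniquely mapped reads in annotated exons. The submitters' processing notes name DESeq2 and GRCh38. The counting tool, the annotation release and the use of strand are not given in the sources used here. Uniquely mapped reads leave part of the signal of near-identical histone genes uncounted, so values of single histone genes are uncertain, as are those of genes sharing exonic positions with a neighbour. Of the 162 genes considered for naming, 11 overlapped another gene on the same strand (CENPA, CYP1B1, GAS2L3, GCLC, H3C12, HILPDA, MDM2, MT1X, OSGIN1, PFKFB4 and RGMA) and 45 overlapped one on the opposite strand. Histone transcripts of the replication-dependent kind carry no poly(A) tail and are captured poorly by this protocol.

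The tables held 57500 genes, of which 56410 matched a symbol in GENCODE release 44 by Ensembl identifier, and 11116 had no count in any library. Coordinates are those of the deposited tables on GRCh38. Total counts ran from 23.8 to 47.3 M per library. No column of values was left without a sample. The 36 pairs of libraries within groups differed by more than sampling noise (chi-square per degree of freedom from 3.28 to 47.71 over genes with at least 20 counts in both libraries together), so none was a copy of another.

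A gene was kept if 2 or more libraries had 10 or more reads for it, which left 19334 genes (17013 with a symbol). Counts were scaled by TMM and fitted with edgeR 4.0.16 (quasi-likelihood, R 4.3.3) in 1 model of all 24 libraries with a term for each group and each of the 4 batches. The study also modelled batch and condition, but took irradiation date as the batch and shows 2 batches, so its batch term differs from the one used here. Tests were two-sided, and p was adjusted by Benjamini-Hochberg over all genes tested. A gene was called at an adjusted p below 0.05 and a log2 fold change of at least 1 in size. "Rose" and "fell" refer to an adjusted p below 0.05 whatever the size. Values are mean CPM (counts scaled to library size) ± SD with n = 4, or log2 fold changes ± SE. The comparisons were irradiation within each oxygen condition, the 3 contrasts between oxygen conditions without irradiation, and the 3 differences between irradiation responses (interaction contrasts).

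Gene lists were written from general knowledge before the data were examined: 26 lists covering DNA damage, cell cycle, chromatin, oxygen, stress, metabolism and markers of other cell types. They were tested with camera (limma 3.58.1) at a preset correlation of 0.01 between genes and again with an estimated correlation, adjusted over the 26 lists of a comparison. Of 234 list tests, 70 had an adjusted p below 0.05 with the preset correlation and 12 with the estimated one: p53 targets, mitosis and, in normoxia and transient hypoxia, replication-independent histone variants after irradiation (not without CENPA, at adjusted p = 0.431 and 0.149), and HIF targets and extracellular matrix genes in chronic hypoxia and on reoxygenation. In 26 list tests the median, the mean and the direction of the test differed in sign, and 0 of these passed by camera. Fry (limma) and fgsea 1.28.0 were run as alternatives. The 5 symbols H2AC18, H2AC19, H3C2, H3C3 and SOD2 had no match and were left out.

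Genes are named by a rule set before the data were examined: per comparison, the 8 largest rises and falls among called genes with at least 1 CPM in the higher group and 1 direction in all 4 batches, up to 4 members of each list with the largest change among those past the test with a mean of at least 1 CPM (or up to 2 with the lowest adjusted p where none passed), and a panel of genes fixed from the study's themes. Genes outside the rule are said to be so.

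The fit and the list tests were tested on simulated data with the real means and library sizes. Changed genes were drawn from those with at least 1 CPM, genes varied independently, and each library carried the effect of its labelled batch. R-C0 replicates 1 and 3 did not follow their batch, so the shares for transient hypoxia may be too high. Of 100 lists of unchanged genes per simulation, 0 had a camera p below 0.05, but independent genes cannot test the preset correlation. For irradiation under normoxia, with 19037 genes, 79.1% of genes changed 1.5-fold, 100% of those changed 2-fold and 100% of those changed 4-fold had an adjusted p below 0.05, and 5.3% of calls were unchanged genes. With the fold-change minimum added, a limit on which the 2-fold genes lie, the shares were 0%, 52.2% and 100%. For transient hypoxia without irradiation, with 19039 genes, the shares were 83.6%, 98.5% and 100% by adjusted p, and 0%, 50.7% and 100% with the minimum. For the irradiation response of chronic hypoxia against normoxia, with 19030 genes, they were 73.1%, 88.1% and 100% by adjusted p, and 3%, 41.8% and 100% with the minimum.

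The labels name the replicate number as the batch, so the numbers pair the libraries. With the R-C0 libraries left out, deviations from group means correlated between libraries with the same number at a mean r of 0.58 (from 0.363 to 0.777 over 40 pairs). Between different numbers the mean was −0.194 (from −0.761 to 0.669 over 120 pairs). Deviations sum to 0 within a group, so a negative mean between different numbers follows from a positive one between equal numbers. Of 20 libraries outside R-C0, 16 correlated best with their own number. With R-C0 the mean for equal numbers was 0.406, the lowest −0.591. The alternatives tried were other size factors (RLE), no filter and filterByExpr, no fold-change minimum and a test against a fold of 2 (glmTreat at log2 1), a fit on the compared libraries alone, no batch term, DESeq2 1.42.0, each replicate left out in turn and alternatives added after the data were seen: other batch numbers for R-C0, R-C0 replicates 1 and 3 left out, and a batch term with 2 levels.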

Results

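The 24 libraries of A549 cells fell into 6 groups of 4 by oxygen and dose, as described for the processing. Total counts averaged 34.7 ± 4.6 M (SD, n = 4) in N-C0, 35.5 ± 9.9 in N-C8, 33.2 ± 6.9 in R-C0, 36.7 ± 2.6 in R-C8, 29.7 ± 5.0 in H-C0 and 33.2 ± 4.8 in H-C8. In a principal component analysis of the 500 most variable genes, component 1 held 37% of the variance and separated 0 from 8 Gy, component 2 held 27.1% and was highest in chronic hypoxia within each dose, and component 3 held 14.3% and parted replicates 1 and 2 from 3 and 4 within every group except R-C0. Among the R-C0 libraries, replicates 1 and 3 did not follow their batch. Their correlations with the profile of their own number were −0.532 and −0.549, whereas the highest were 0.67 with number 3 for replicate 1 and 0.743 with number 2 for replicate 3. This bears on every comparison that uses R-C0.

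**Figure D1:**
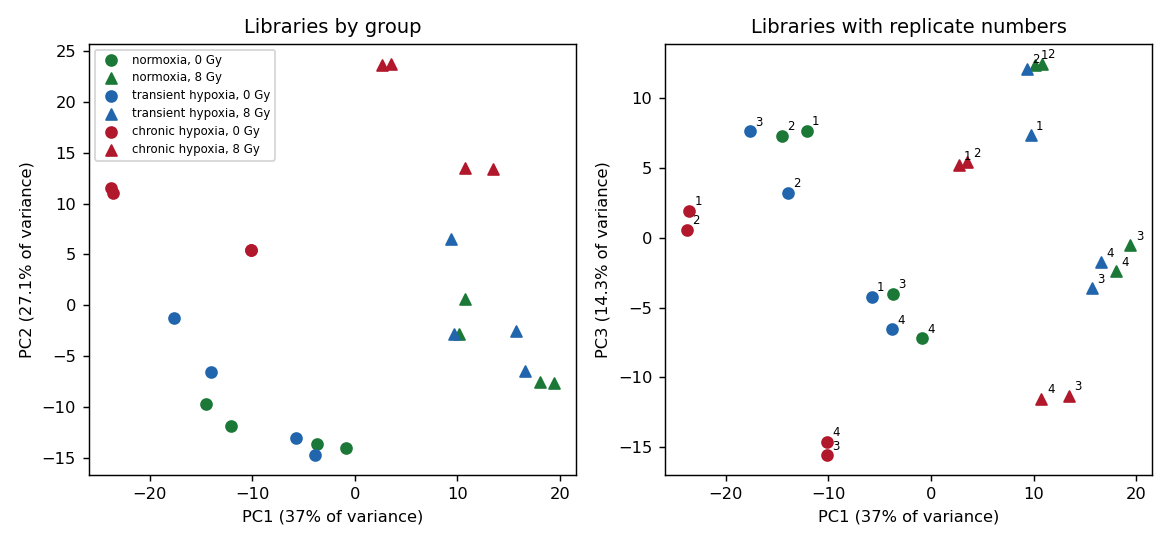
Principal components of the 24 libraries over the 500 most variable genes, with the share of variance on each axis. Colours give the oxygen condition, circles 0 Gy and triangles 8 Gy, and the numbers on the right are replicates. On components 1 and 3, R-C0 replicate 3 lies near replicate 2 of N-C0 and R-C0 replicate 1 near replicate 3 of N-C0.

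The response to carbon ions was first examined under normoxia. Targets of p53, the transcription factor that answers DNA damage, rose and genes of mitosis fell. CDKN1A, an inhibitor of cyclin-dependent kinases, went from 174 ± 72.6 to 1032 ± 38.0 CPM (log2 fold change 2.64 ± 0.24, adjusted p = 3.7e-08), and MDM2, the ubiquitin ligase that limits p53, from 99.0 ± 18.8 to 512 ± 45.2 CPM (2.38 ± 0.15, adjusted p = 9.6e-11). Among the largest rises of genes with at least 1 CPM were those of the riboflavin transporter SLC52A1 (ENSG00000132517, chromosome 17, 5032600 to 5052009; 4.09 ± 0.26), the guidance molecule RGMA (3.73), the adhesion molecule NECTIN4 (3.65) and the repressor HES2 (2.85). PIF1, a DNA helicase, fell most among genes with at least 1 CPM, from 35.9 ± 7.39 to 2.43 ± 0.64 CPM (−3.87 ± 0.21, adjusted p = 1.1e-11).

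All 47 p53 targets tested rose, 32 of them with a log2 fold change of at least 1, and the median was 1.26 (47 rose when adjusted over the list alone). They included the pro-apoptotic BBC3 (2.62), the antiproliferative BTG2 (2.60), the death receptor FAS (2.13), FDXR (1.91) and the stress factors ATF3 (2.01) and GADD45A (1.11). All 54 mitotic genes fell, 28 of them to a log2 fold change of −1 or lower, with a median of −1.01 (54 when adjusted over the list alone). Examples were the kinases AURKA (−1.93) and PLK1 (−1.69), the kinetochore proteins CENPA (−1.83) and CENPE (−1.66) and the spindle motor KIF2C (−1.24). CENPF (−1.23), BUB1 (−0.88), CCNF (−1.69) and HMGB2 (−1.01) also fell. Both lists cover themes that the study describes for these normoxic libraries, so their counts are not independent evidence of direction. Camera gave adjusted p = 5.2e-170 for the p53 list and 4.1e-285 for mitosis, and 7.1e-05 and 9.2e-06 with an estimated correlation.

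Of 42 replication-dependent histone genes, which package new DNA in S phase, 1 rose, 3 fell and 38 did neither (1 and 10 when adjusted over the list alone). H2AC11 (−0.71 ± 0.17, adjusted p = 0.0075), H4C5 (−0.64 ± 0.20, adjusted p = 0.044) and H2BC14 (−1.48 ± 0.41, adjusted p = 0.022) fell, while H1-3 (−0.93 ± 0.44, adjusted p = 0.242), H4C2 (−1.34 ± 0.45, adjusted p = 0.0667) and H3C11 (−1.57 ± 0.56, adjusted p = 0.0914) did not pass. The last 4 of these genes lay below 1 CPM, where few reads set the precision. The list's median was −0.35 (camera adjusted p = 0.00256). This call was lost at adjusted p = 0.932 with an estimated correlation, and the study chose histones as a theme on these libraries. Among 11 replication-independent histone variants 4 fell (4 when adjusted over the list alone), including H2AX (−0.78), the linker histone H1-0 (−0.52) and CENPA (−1.83), which is also on the list of mitosis. Camera gave adjusted p = 1.2e-08 and 0.0456 with an estimated correlation. Without CENPA these were 0.00086 and 0.431, so the second call rested on that gene. Of 50 genes of DNA replication, 4 rose and 7 fell (4 and 11 when adjusted over the list alone). Among them were the clamp PCNA (0.73) and LIG1 (0.41) upward and E2F8 (−0.62) and UHRF1 (−0.40) downward (camera adjusted p = 0.267).

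Other lists did not pass as a whole in normoxia. NF-kB targets had 4 of 26 genes risen (5 over the list alone), such as RELB (0.31), immediate-early genes 4 risen and 2 fallen of 31 (4 and 4 over the list alone), with IER5 at 0.63 and the proliferation factor MYC at −0.75. HIF targets had 5 risen and 3 fallen of 36, led by the demethylase KDM4B (1.06). Extracellular matrix genes had 3 risen and 4 fallen of 40 (3 and 6 over the list alone), ATF4 targets 2 and 2 of 19 (2 and 3), homologous recombination genes 0 and 2 of 24 (0 and 4), with BARD1 at −0.47, and end-joining genes 1 and 1 of 12. CCL20 (−1.17 ± 0.61, adjusted p = 0.302), TP63 (−0.67 ± 0.37, adjusted p = 0.341) and CXCL8 (−0.06 ± 0.19, adjusted p = 0.919) did not pass. In all, edgeR called 299 of 19334 genes, 231 higher and 68 lower, and 296 of them moved in 1 direction in all 4 batches. A gene with no effect does so in 12.5% of cases if the 4 batches are independent, but the calls were made on these same batches. The agreement is therefore not independent support, here or in the comparisons below.

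**Figure D2:**
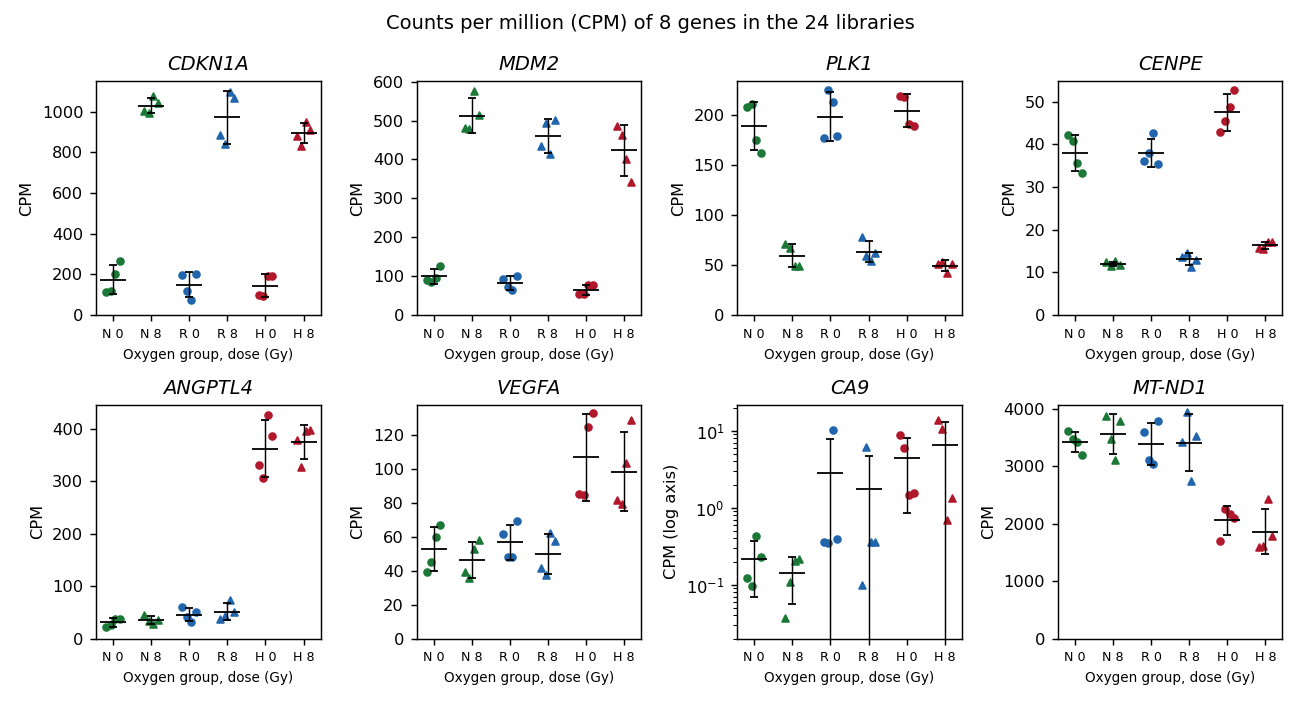
CPM of 8 genes in each library by oxygen group (N, normoxia; R, transient hypoxia; H, chronic hypoxia) and dose, with the mean and SD of 4 replicates in black. CA9 is on a log axis, where SD bars that would pass 0 run to the lower edge. CDKN1A averaged 174 CPM in unirradiated and 1032 CPM in irradiated normoxic cells, and ANGPTL4 averaged 362 CPM in unirradiated chronic hypoxia.

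The same dose was then compared in cells returned to normoxia after hypoxia. The p53 targets rose here too, 47 of 47 with a median of 1.24 (47 when adjusted over the list alone), and 33 reached a log2 fold change of 1. CDKN1A went from 148 ± 61.4 to 972 ± 128 CPM (2.71 ± 0.24, adjusted p = 2.7e-08) and MDM2 rose from a mean of 81.7 to 461 CPM (adjusted p = 6.2e-11). SLC52A1 (4.06), NECTIN4 (3.77), HES2 (3.25), RGMA (3.17) and the axonemal protein gene DNAI3 (3.08) had the highest log2 fold changes among called genes with a symbol, at least 1 CPM and 1 direction in all 4 batches. All 54 mitotic genes fell (54 when adjusted over the list alone; median −0.98). PIF1 stood at −3.53, PSRC1 at −2.03, AURKA at −1.87 and CDCA8, a part of the chromosomal passenger complex, at −1.49.

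Replication genes had 4 risen and 9 fallen of 50 (4 and 9 when adjusted over the list alone), and 4 of 11 histone variants fell (4 over the list alone; camera adjusted p = 1.0e-11, and 0.0144 with an estimated correlation, lost at 0.149 without CENPA). Among 42 replication-dependent histones 1 rose and 1 fell (H3C8, 1.98; H3C12, −1.14; both below 1 CPM). That list did not pass (median −0.22, adjusted p = 0.196). NF-kB targets had 5 risen and 1 fallen of 26 (6 and 1 when adjusted over the list alone), such as IRF1 (0.42), CD83 (0.42) and the chemokine CXCL2 (−0.47). Camera gave adjusted p = 0.0301, lost at adjusted p = 0.508 with an estimated correlation. ATF4 targets had 3 risen of 19, among them SESN2 (2.13) and CEBPB (0.53), and HIF targets 3 risen and 3 fallen of 36 (4 and 4 over the list alone). In all 293 genes were called, 228 higher and 65 lower, with 290 of 1 direction in all 4 batches.

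Under continued hypoxia, irradiation again raised p53 targets and lowered mitotic genes. CDKN1A went from 144 ± 55.4 to 894 ± 49.5 CPM (2.69 ± 0.24, adjusted p = 2.5e-08), MDM2 rose by 2.73 ± 0.15 (adjusted p = 1.9e-11) and FAS by 2.70 ± 0.17 (adjusted p = 6.7e-11). Among genes with at least 1 CPM that rose were SLC52A1 (4.84), RGMA (4.03), NECTIN4 (3.82), DNAI3 (3.56), TP53INP1 (3.19) and the angiogenic factor PGF (2.95). All 47 p53 targets rose (47 when adjusted over the list alone; median 1.41), 32 of them by at least 1, and all 54 mitotic genes fell (54 when adjusted over the list alone; median −1.07), 34 of them by at least 1. PLK1 fell by 2.05, KIF20A, a kinesin of cytokinesis, by 1.84, and GAS2L3 by 1.70 on the log2 scale.

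Replication genes had 4 risen and 14 fallen of 50 (4 and 21 when adjusted over the list alone), with E2F2 at −0.81, E2F8 at −0.67 and PCNA at 0.78 (camera adjusted p = 0.00122, lost at adjusted p = 0.958 with an estimated correlation). Of 24 genes of homologous recombination 1 rose and 5 fell (1 and 7 over the list alone), with BARD1 at −0.50 and XRCC2 at −0.44 (adjusted p = 0.0119, adjusted p = 0.058 without the batch term, and adjusted p = 0.958 with an estimated correlation). NF-kB targets had 7 risen and 1 fallen of 26 (9 and 1 over the list alone), such as TNFAIP3 (0.56) and IRF1 (0.51), with adjusted p = 0.0179, and adjusted p = 0.503 with an estimated correlation. Among the 11 histone variants 4 fell (5 over the list alone; adjusted p = 2.2e-05, and adjusted p = 0.202 with an estimated correlation), while replication-dependent histones had 1 risen and 1 fallen of 42 (median −0.14, adjusted p = 0.402). The nuclear-encoded respiratory chain had 2 of 36 genes risen, SDHA (0.22) and UQCRC1 (0.13), with 1 risen over the list alone, adjusted p = 0.0179, and adjusted p = 0.958 with an estimated correlation. HIF targets had 3 risen and 4 fallen of 36 (4 and 6 over the list alone), with the vasodilator peptide ADM at −0.62 and HILPDA at −0.65. Here 353 genes were called, 249 higher and 104 lower, and 348 of them moved in 1 direction in all 4 batches.

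The 3 irradiation comparisons share no libraries. Of 231 genes called higher in normoxia, 183 were called higher in transient and 163 in chronic hypoxia, against 2.7 and 3 for independent lists of these sizes. Of 68 called lower in normoxia, 50 and 53 were also called lower in transient and chronic hypoxia, against 0.2 and 0.4. All 3 comparisons shared 148 genes called higher and 47 called lower, out of 469 called in any, and 0 genes were called in opposite directions.

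**Figure D3:**
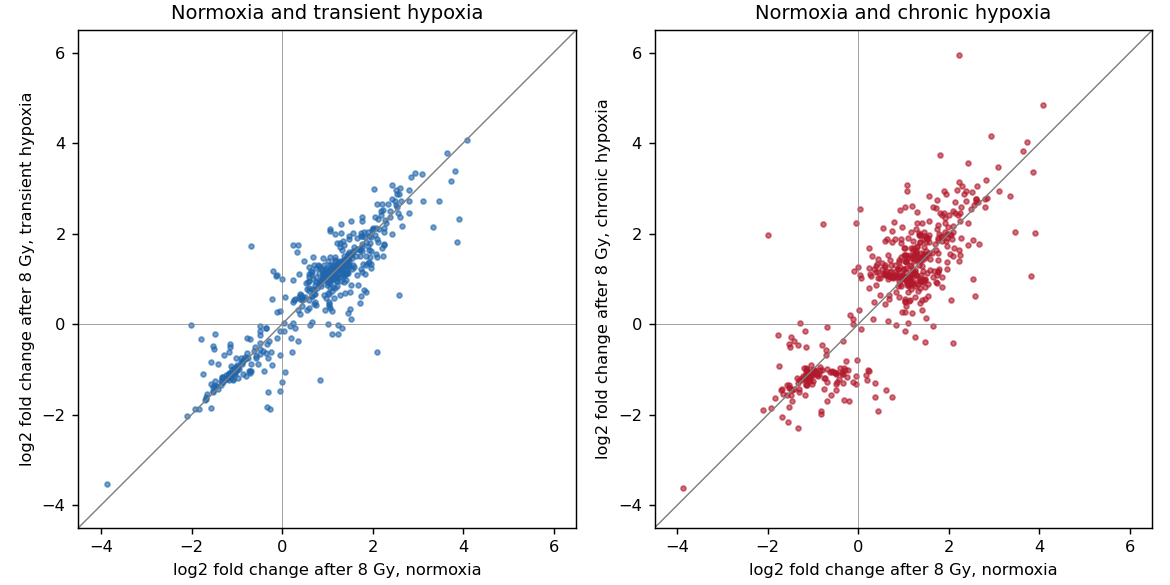
Log2 fold change after 8 Gy of the 469 genes called in at least 1 irradiation comparison, normoxia on the horizontal axes against transient hypoxia (left) and chronic hypoxia (right). Each point is a gene and the diagonal marks equal values. SLC52A1 lies at 4.09 in normoxia, 4.06 in transient and 4.84 in chronic hypoxia.

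Whether oxygen altered the response to irradiation was tested as a difference of responses. No gene was called by edgeR in any of the 3 contrasts. Counts at an unadjusted p below 0.05 were 1297 for chronic hypoxia against normoxia, 307 for transient hypoxia against normoxia and 615 for chronic against transient hypoxia. If no gene differed, a share of 0.05 of the 19334 genes would be expected, for these counts and for such counts below. The 307 and 615, both from contrasts with R-C0, lie below that share, so the lack of calls there does not show equal responses. DESeq2 also called 0 genes in each contrast. The responses of CDKN1A in chronic hypoxia and normoxia differed by 0.06 ± 0.33 (adjusted p = 0.996). Those of MDM2 differed by 0.35 ± 0.20 (adjusted p = 0.812), of PLK1 by −0.36 ± 0.14 (adjusted p = 0.647), of the smooth muscle actin ACTA2 by 0.86 ± 0.30 (adjusted p = 0.614) and of PIDD1, a death-domain target of p53, by −0.52 ± 0.11 (adjusted p = 0.44). H2BC14 differed by 1.19 ± 0.52 (adjusted p = 0.713) between chronic hypoxia and normoxia. With camera at the preset correlation, p53 targets lay higher (median 0.13, adjusted p = 0.00917) and mitotic genes lower (median −0.04, adjusted p = 0.0217) in the response of chronic hypoxia than in that of normoxia, both at adjusted p = 0.864 with an estimated correlation. These are differences of responses, not of levels. Against normoxia, p53 targets had a median of −0.22 in unirradiated chronic hypoxia. Among irradiated cells it was −0.09 (camera adjusted p = 0.269). Mitotic genes lay higher in chronic hypoxia without and with irradiation (medians 0.17 and 0.15). Between chronic and transient hypoxia the median difference of mitotic genes was −0.09 (adjusted p = 6.3e-08, and adjusted p = 0.978 with an estimated correlation).

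Chronic hypoxia was compared with normoxia in unirradiated cells. Many genes moved in each direction. The lipase inhibitor ANGPTL4 went from 31.1 ± 8.11 to 362 ± 54.2 CPM (3.55 ± 0.20, adjusted p = 7.2e-11), and the host gene MIR210HG of the microRNA miR-210 rose by 4.09 ± 0.16 (adjusted p = 1.4e-13). VEGFA, the angiogenic growth factor, went from 52.7 ± 12.8 to 107 ± 25.6 CPM (1.02 ± 0.10, adjusted p = 2.0e-07). The carbonic anhydrase CA9 rose by 4.30 ± 1.35 (adjusted p = 0.025), with 4.45 ± 3.58 CPM in H-C0. Downward, the cytochrome CYP1B1 went from a mean of 408 to 120 CPM (−1.77 ± 0.11, adjusted p = 3.4e-10), and the Notch ligand DLL4 (−2.45), DOK7 (−2.53), the pyruvate dehydrogenase kinase PDK4 (−1.88) and the stress cytokine GDF15 (−1.86) fell.

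HIF targets had 26 risen, 0 fallen and 10 neither of 36 (27 risen when adjusted over the list alone; median 0.58), including PDK1 (1.65), PPFIA4 (2.88), ANKRD37 (0.99), NDRG1 (0.95) and the glucose transporter SLC2A1 (0.80). By camera the list had adjusted p = 1.5e-30 and 0.00261 with an estimated correlation. Extracellular matrix and mesenchymal genes had 18 risen of 40 (22 over the list alone; median 0.40), such as LAMC2 (1.99), SERPINE1 (1.53), COL1A1 (1.39) and COL5A1 (1.23). The list had adjusted p = 6.9e-12 and 0.0248 with an estimated correlation. Glycolysis had 10 risen of 17 (14 risen and 1 fallen over the list alone), among them the hexokinase HK2 (1.91), the lactate exporter SLC16A3 (1.31) and LDHA (0.61). Their adjusted p was 2.0e-06 and, with an estimated correlation, adjusted p = 0.309. NF-kB targets had 13 risen and 4 fallen of 26 (14 and 4 over the list alone), including CXCL8 (1.52), TRAF1 (1.34) and IL6 (1.19). By camera the list had adjusted p = 0.00144 and, with an estimated correlation, adjusted p = 0.226.

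Replication-dependent histones had 14 risen and 0 fallen of 42 (18 over the list alone; median 0.45), among them H1-3 (1.59), H2BC18 (0.95) and H1-4 (0.97). Of the 22 with at least 1 CPM 5 rose, and their median was 0.24 with a bootstrap interval that includes 0 (−0.06 to 0.43). The bootstrap of histone medians, here and below, resampled genes and not libraries. By camera the list had adjusted p = 0.000117 and, with an estimated correlation, adjusted p = 0.309. Of 11 histone variants 5 rose (5 over the list alone; adjusted p = 0.0195, and adjusted p = 0.479 with an estimated correlation). Mitotic genes had 27 risen and 1 fallen of 54 (31 and 1 over the list alone; median 0.17), with BUB1 at 0.37 and the phosphatase CDC25B at −0.52. The adjusted p of 2.3e-07 was lost at adjusted p = 0.502 with an estimated correlation. Replication genes had 0 risen and 13 fallen of 50 (13 over the list alone; median −0.11), such as E2F2 (−0.65) and the helicase subunit MCM2 (−0.43). By camera the list had adjusted p = 0.000355 and, with an estimated correlation, adjusted p = 0.635. Targets of p53 had 3 risen and 15 fallen of 47 (4 and 16 over the list alone; median −0.22), with MDM2 at −0.61, FAS at −0.60 and TNFSF9 at −1.32. The adjusted p of 0.0013 was lost at adjusted p = 0.635 with an estimated correlation.

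All 13 messenger RNAs encoded by mitochondria had lower estimates, 10 of them past the test (12 over the list alone; median −0.53), with MT-ND1 going from 3423 ± 177 to 2056 ± 250 CPM (−0.74 ± 0.13, adjusted p = 0.000209). Camera gave adjusted p = 4.2e-08 and, with an estimated correlation, adjusted p = 0.309. NRF2 targets had 9 fallen of 20 (10 over the list alone), such as the oxidative stress genes OSGIN1 (−1.69), ABCC2 (−0.89) and GCLC (−0.83), with adjusted p = 1.0e-08. ATF4 targets had 1 risen and 11 fallen of 19 (1 and 13 over the list alone), such as DDIT3 (−1.22) and PSAT1 (−0.60), with adjusted p = 1.0e-05. With an estimated correlation these were adjusted p = 0.226 and adjusted p = 0.309. Of 3 metallothioneins 2 rose (3 over the list alone), MT2A (0.99) and MT1X (1.03), with adjusted p = 0.000784, and adjusted p = 0.226 with an estimated correlation.

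Lists that did not pass in chronic hypoxia were immediate-early genes (10 risen, 9 fallen of 31), interferon-stimulated genes (3 and 2 of 24) and heat shock proteins (3 and 1 of 12). They also included cholesterol synthesis (0 and 6 of 24), endoplasmic reticulum chaperones (0 and 3 of 16), ribosomal proteins (1 and 0 of 30), end-joining genes (0 and 0 of 12), homologous recombination (2 and 1 of 24) and the nuclear-encoded respiratory chain (1 and 0 of 36). The markers of other cell types did not pass either, with 1 of 3 alveolar type II genes risen, 1 of 4 leukocyte genes fallen, 1 of 4 fibroblast genes risen and 0 of 3 endothelial genes changed. Altogether 509 genes were called, 238 higher and 271 lower, and 493 moved in 1 direction in all 4 batches.

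**Figure D4:**
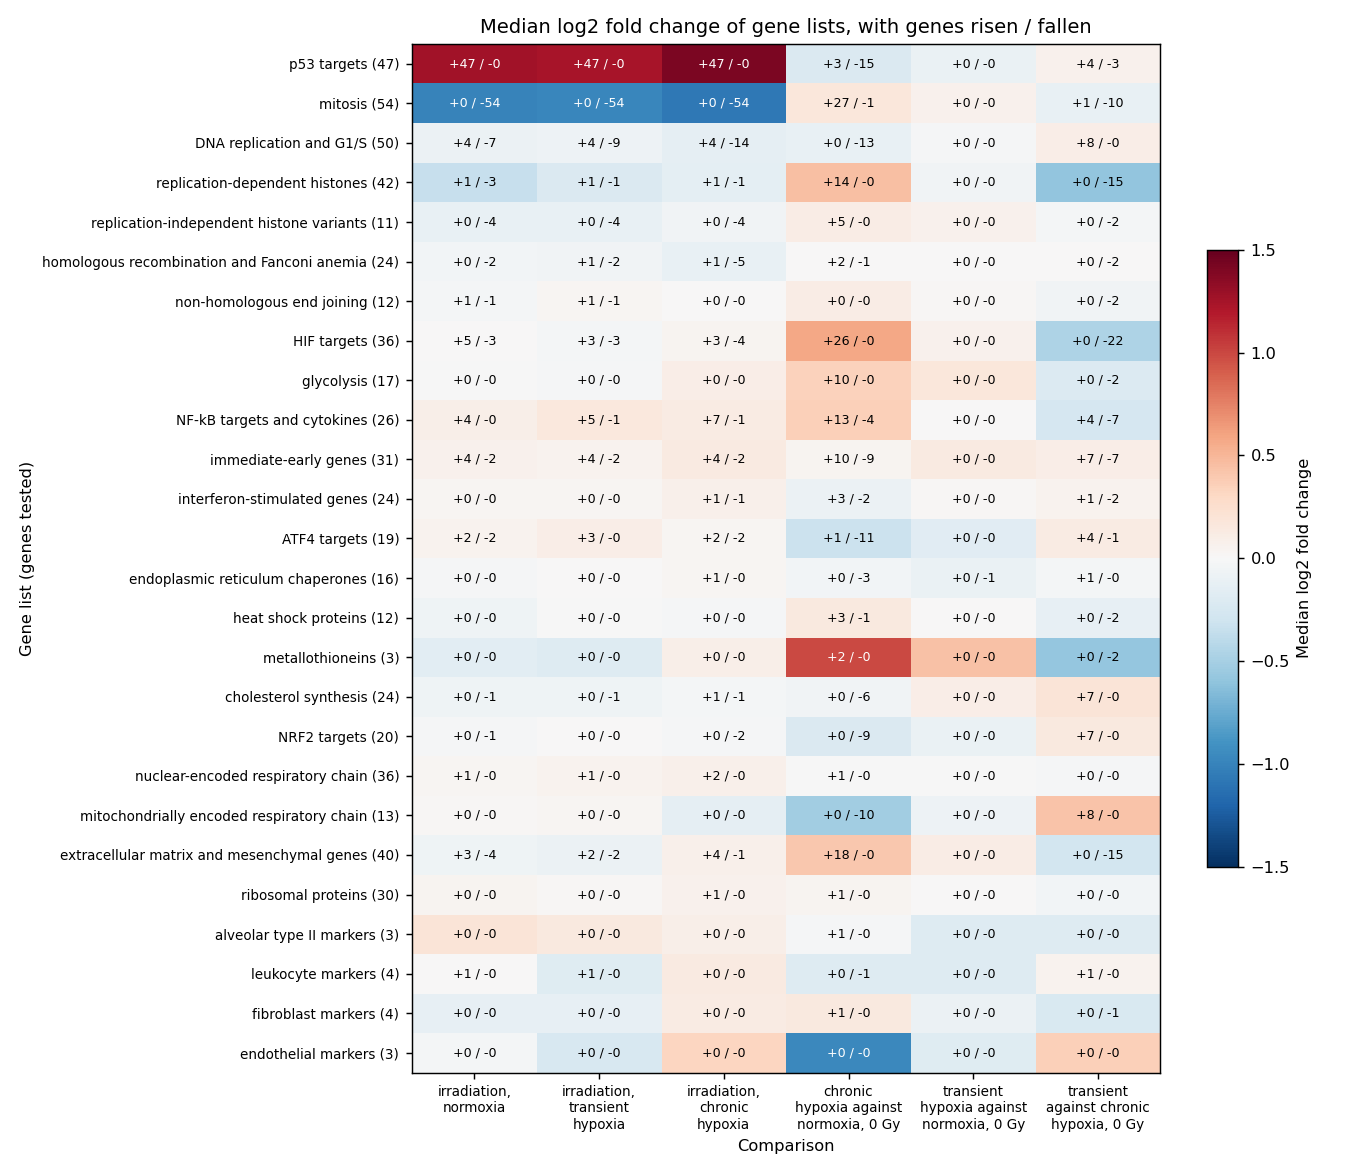
Median log2 fold change (colour) of the 26 gene lists in 6 comparisons, with the number of genes risen and fallen at an adjusted p below 0.05 in each cell and the number tested in parentheses. HIF targets had 26 risen in chronic hypoxia and 22 fallen in transient against chronic hypoxia.

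Transient hypoxia was compared with normoxia in unirradiated cells, 4 h after the return to 20% O2. The chaperone HYOU1 of the endoplasmic reticulum was the 1 gene with an adjusted p below 0.05, at 104 ± 5.00 CPM against 128 ± 4.07 (−0.31 ± 0.05, adjusted p = 0.017). ANGPTL4 stood at 45.7 ± 11.9 CPM (0.58 ± 0.19, adjusted p = 0.527), VEGFA at 56.7 ± 10.3 CPM (0.14 ± 0.10, adjusted p = 0.861) and CXCL8 at 8.51 ± 2.49 CPM (0.85 ± 0.19, adjusted p = 0.219). CA9 averaged 2.84 ± 4.94 CPM, since replicate 3 had 10.2 CPM and the others at most 0.398. No gene was called by edgeR, with 1350 genes at an unadjusted p below 0.05, and DESeq2 called 0.

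As whole lists, ATF4 targets (median −0.17, camera adjusted p = 1.7e-09) and endoplasmic reticulum chaperones (−0.09, 3.1e-07) lay lower, as did p53 targets (−0.10, 7.5e-05) and NRF2 targets (−0.09, 2.5e-05). Mitotic genes (0.06, 2.5e-05), glycolysis (0.17, 0.000143), histone variants (0.07, 0.000125), cholesterol synthesis (0.10, 0.000205), immediate-early genes (0.14, 0.000345), metallothioneins (0.44, 0.000579), extracellular matrix genes (0.11, 0.00755) and HIF targets (0.06, 0.0267) lay higher. None of these calls held with an estimated correlation, where adjusted p ran from 0.259 to 0.618. With R-C0 replicates 1 and 3 left out, NRF2 targets turned direction (adjusted p = 0.816), and HIF targets (0.783), glycolysis (0.457), metallothioneins (0.0806) and extracellular matrix genes (0.816) did not pass. Adjusted over the list alone, 4 ATF4 targets, 2 chaperones and 1 NRF2 target fell, while 2 metallothioneins and 1 histone variant rose. NF-kB targets, which did not pass as a list (adjusted p = 0.0547), had 6 risen and 2 fallen on that count. Without R-C0 replicate 3 the count of called genes was 1, and without R-C0 replicate 4 it was 1.

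Reoxygenation was measured as transient against chronic hypoxia without irradiation. ANGPTL4 went from 362 ± 54.2 to 45.7 ± 11.9 CPM (−2.97 ± 0.20, adjusted p = 9.8e-10), MIR210HG fell by 3.45 ± 0.15 (adjusted p = 1.7e-12). The mTOR inhibitor DDIT4 (−1.58), the prolyl hydroxylase EGLN3 (−1.59) and the gelatinase MMP9 (−2.12) fell. CYP1B1 rose from a mean of 120 to 354 CPM (1.55 ± 0.11, adjusted p = 4.3e-09), as did DLL4 (1.80), the immediate-early factor FOS (1.36) and the cyclooxygenase PTGS2 (1.06).

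HIF targets had 22 fallen of 36 (1 risen and 26 fallen over the list alone; median −0.46), including VEGFA (−0.88) and PDK1 (−1.32). Camera gave adjusted p = 2.0e-36 and 0.00134 with an estimated correlation. Extracellular matrix genes had 15 fallen of 40 (1 risen and 20 fallen over the list alone), such as LAMC2 (−1.66) and SERPINE1 (−1.28). The list had adjusted p = 1.6e-11 and 0.0296 with an estimated correlation. Histones of the replication-dependent kind had 15 fallen of 42 (21 over the list alone; median −0.59), with H2BC18 at −1.26 (adjusted p = 3.3e-07, and adjusted p = 0.328 with an estimated correlation). Over the 22 with at least 1 CPM the median was smaller, −0.14 (bootstrap interval −0.53 to −0.04), and 5 fell. Mitochondrially encoded genes had 8 risen of 13 (11 over the list alone; median 0.43), with MT-ND1 at 0.72 (adjusted p = 1.9e-08, and adjusted p = 0.352 with an estimated correlation). NRF2 targets had 7 risen of 20 (7 over the list alone; OSGIN1, 1.41; adjusted p = 5.9e-06), cholesterol synthesis 7 risen of 24 (8 over the list alone; LDLR, 0.68; HMGCS1, 0.66; adjusted p = 1.9e-05) and replication genes 8 risen of 50 (9 over the list alone; CDC6, 0.29; adjusted p = 0.000852). With an estimated correlation these were adjusted p = 0.352, adjusted p = 0.468 and adjusted p = 0.727.

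Mitotic genes had 1 risen and 10 fallen of 54 (1 and 13 over the list alone; adjusted p = 0.000148), NF-kB targets 4 and 7 of 26 (4 and 10 over the list alone; adjusted p = 0.00871), glycolysis 0 and 2 of 17 (adjusted p = 0.000343), heat shock proteins 0 and 2 of 12 (adjusted p = 0.0459) and metallothioneins 0 and 2 of 3 (adjusted p = 0.038). With R-C0 replicates 1 and 3 left out heat shock proteins did not pass (0.0838), nor without the batch term (0.054) or with filterByExpr (0.0538), and with the batch numbers of these libraries exchanged metallothioneins did not (0.0913; 0.057 with numbers 3, 1 and 2 for replicates 1, 2 and 3). With an estimated correlation adjusted p lay between 0.352 and 0.688 for these lists. In all 276 genes were called, 146 higher and 130 lower, and 249 moved in 1 direction in all 4 batches. Without R-C0 replicate 3 the count was 488, and in a fit of the compared libraries alone it was 103.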

Values the study reported

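For carbon ions under normoxia, the study counted 298 genes that went up and 142 that went down, 440 in all, at an adjusted p below 0.05 and a log2 fold change of at least 1 in size. Its log2 fold changes after carbon ions were 2.92 for CDKN1A, 2.39 for MDM2, −2.11 for CENPE and −1.33 for KIF2C. Among histone genes it gave −2.41 for H1-3 and −2.76 for H2BC14. Across its 15 histone genes with opposite responses to carbon ions and X-rays, the carbon ion values lay between −1.30 and −2.77.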

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

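The tests on batch numbers, on mixed RNA, on RNA without poly(A) tails and on histone genes of at least 1 CPM in irradiated cells and the counts of splits were written down after the results had been seen, and the test on such genes in unirradiated cells before. Groups of 4 libraries were searched for a value far from the other 3 (Dixon's ratio above its 95% critical value) in 186 cases over the panel genes, total counts, genes detected and the mitochondrial share. Of these 5 stood out, where chance gives about 9.3. FAS in R-C8 replicate 1 had 45.4 CPM against 53.2 to 54 CPM in the others, CENPF in N-C0 replicate 4 had 156 against 198 to 205 CPM, and the mitochondrial share in H-C0 replicate 1 was 2.94% against 3.93% to 4.12%. In R-C0 replicate 3, CA9 had 10.2 against 0.349 to 0.398 CPM and NDRG1 122 against 83.4 to 88.8 CPM.

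Of 78 list tests of a difference between irradiation responses, 18 passed by camera at the preset correlation and 0 with an estimated one. For chronic hypoxia against normoxia, adjusted p was 0.00917 for p53 targets, 0.0217 for mitosis, 0.00917 for replication, 0.00907 for replication-dependent histones, 0.0488 for homologous recombination, 0.0488 for endoplasmic reticulum chaperones, 0.0283 for mitochondrially encoded genes and 0.00159 for extracellular matrix genes. For transient hypoxia against normoxia it was 0.0423 for mitosis, 0.0126 for replication-dependent histones and 0.0481 for NRF2 targets. For chronic against transient hypoxia it was 0.0447 for p53 targets, 6.3e-08 for mitosis, 0.00757 for replication, 0.00972 for histone variants, 0.0282 for homologous recombination, 0.00989 for mitochondrially encoded genes and 0.000678 for extracellular matrix genes. Some of these calls ended in other fits. The NRF2 call ended in every other fit with the preset correlation (filterByExpr 0.053, no batch term 0.106, 2 levels of batch 0.0622, R-C0 replicates 1 and 3 exchanged 0.0638, numbers 3, 1 and 2 for R-C0 replicates 1, 2 and 3 0.0507), and its direction turned with R-C0 replicates 1 and 3 left out (0.141), where replication-dependent histones of the same comparison had 0.649. For chronic against transient hypoxia that fit gave 0.264 for replication and 0.106 for extracellular matrix genes. Without the batch term, mitosis (0.0961), replication (0.101), homologous recombination (0.28) and chaperones (0.109) did not pass for chronic hypoxia against normoxia, mitosis (0.0556) did not for transient hypoxia against normoxia, and p53 targets (0.0867), replication (0.0723) and homologous recombination (0.165) did not for chronic against transient hypoxia. Chaperones ended also with filterByExpr (0.0669), and with 2 levels of batch they and homologous recombination had 0.0627 for chronic hypoxia against normoxia.

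R-C0 replicates 1 and 3 lay out of place by batch, while every other library correlated best with a number from its own side of the split between batches 1 and 2 and batches 3 and 4. A disturbance of replicate 3 alone is argued against by replicate 1, whose correlation with its own number was −0.532. An exchange of batch numbers within R-C0 remains a candidate explanation: replicate 3 correlated with its own number at −0.549 and with number 2 at 0.743, and the common dispersion went from 0.00693 as labelled to 0.00413 with numbers 3, 1 and 2 for replicates 1, 2 and 3. The 238 genes called higher in chronic hypoxia had a median excess of 0.49 (0.492) in R-C0 replicate 3 over its group, and R-C8 replicate 2 had one of 0.43. Over these genes the deviations of both libraries correlated at 0.689 (genes are not independent replicates). With R-C8 replicates 1, 3 and 4 the correlations were −0.153, −0.419 and −0.494. As labelled, R-C0 replicate 3 and R-C8 replicate 2 belong to different batches. RNA from chronically hypoxic cells in R-C0 replicate 3 cannot be told apart from slower recovery, which would fall in 1 batch only if batch numbers were exchanged. The excess lay below the rise in chronic hypoxia (1.11) by less than its spread (0.65). Single genes differed in that library and do not decide it. ANGPTL4, at 32 CPM, was not raised, and MIR210HG, at 1.96 CPM, lay far below the 14.9 to 20.8 CPM of H-C0. CA9, at 10.2 CPM, lay above the 1.45 to 8.79 CPM of H-C0. NDRG1 (122 CPM) and PDK1 (9.48 CPM) lay between the other R-C0 libraries and H-C0.

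The 42 replication-dependent histone genes had a median of 0.45 in chronic hypoxia, where 14 rose and 0 fell. After irradiation under normoxia it was −0.35, where 1 rose and 3 fell. Neither list call by camera held with an estimated correlation (adjusted p = 0.309 and 0.932). The median of 140 small nuclear, nucleolar and cytoplasmic RNAs was −0.335 in chronic hypoxia. This argues against a higher yield of RNA without poly(A) tails only if these RNAs track the yield of histone RNA. Whether they do so in poly(A)-selected libraries was not tested. Noise near the count floor stays open for unirradiated cells, since the median of the 22 genes with at least 1 CPM was 0.236 with a bootstrap interval from −0.06 to 0.427. For irradiated cells, which are separate libraries, the median of those 22 genes in chronic hypoxia was 0.453 (bootstrap interval 0.08 to 0.70). Of these genes 9 rose and 0 fell. The bootstrap resampled genes, which are not independent, and not libraries, so it does not decide on noise in irradiated cells either. In normoxia a lower yield of such RNA cannot be told apart from a fall of histone transcripts, because the median of the small RNAs was −0.037 with a spread of 0.386 between them. A response of histone genes to oxygen or dose remains open, since no test here set it apart from other causes.

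Mitochondrially encoded RNA was lower in chronic hypoxia and higher again on reoxygenation, 2 comparisons that share the H-C0 libraries. Of 22 mitochondrial transfer RNAs (a class chosen after its values were seen), 21 fell in chronic hypoxia with a median of −1.05 and 21 rose on reoxygenation with a median of 1.09. A lower yield of RNA without poly(A) tails is argued against as the whole cause by the mitochondrial messenger RNAs, most of which are polyadenylated. Their median was −0.525 with a spread of 0.101. The small RNAs had a median of −0.335 with a spread of 0.394. That bears on yield only if they track the yield of transfer RNAs, which was not tested. Lower mitochondrial transcription or content under low oxygen may underlie the pattern, as a hypothesis that these libraries do not test.

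Libraries of each comparison were also split in all 35 ways into 2 groups of 4, fitted on the compared libraries alone. The batch numbers pair the libraries, and only 8 of the splits part all 4 pairs as the real one does, too few for a share under 0.05. Within those 8 the real counts were 320, 212 and 358 for irradiation under normoxia, transient and chronic hypoxia, 480 for chronic hypoxia and 103 for reoxygenation, and the highest other was 0 for each. For the response of chronic hypoxia against normoxia, fitted with a term for each pair of libraries, the real count was 3 and the highest other 5. The remaining splits keep pairs together and so set batches against each other. Over all 35, 1 split was as large for irradiation under transient hypoxia (the real one; highest other 0), 1 for chronic hypoxia (highest other 280) and 1 for reoxygenation (highest other 0), and 2 of 35 for the response of chronic hypoxia against normoxia. For irradiation under normoxia 2 of the 35 gave as many, the other being numbers 1 and 2 against 3 and 4 with 322, and under chronic hypoxia the same batch split gave 507, again 2 of 35. Those splits follow the batches, and with batch as a term in the fit of all libraries the counts were 299 and 353.

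With 0 genes called, every split is as large by construction, and the splits decide nothing. This held for transient hypoxia without irradiation (35 of 35), for the response of transient hypoxia against normoxia (35 of 35, highest other 4) and for that of chronic against transient hypoxia (35 of 35, highest other 6). For transient hypoxia without irradiation the highest other, 168, set R-C0 replicate 1 and N-C0 replicate 3 against N-C0 replicate 1 and R-C0 replicate 3, which points to the batch structure described above.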

How the results depend on the processing

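Other batch numbers for R-C0, R-C0 replicates 1 and 3 both left out, a batch term with 2 levels, the list of histone variants without CENPA, and single libraries left out of the medians of transient hypoxia against normoxia were chosen after seeing the data, and the others before the data were examined. With no fold-change minimum the calls numbered 1723 for irradiation under normoxia, 1561 under transient and 2366 under chronic hypoxia, 4241 for chronic hypoxia, 1 for transient hypoxia and 2396 for reoxygenation. Tested against a fold of 2 (glmTreat) they were 74, 69, 107, 35, 0 and 9, since that test asks more of each gene. Without a filter, 7 genes were called for transient hypoxia without irradiation, 9 for the response of chronic hypoxia against normoxia and 3 for chronic against transient hypoxia. Fits on the compared libraries alone, where spread and batch terms rest on 8 libraries, gave 320, 212, 358, 480, 0 and 103. The counts for irradiation under transient hypoxia and for reoxygenation, which use R-C0, fell most. The cause of these falls was not tested. Leaving out 1 replicate gave 272 to 305, 254 to 335 and 311 to 396 genes for irradiation under normoxia, transient and chronic hypoxia, 412 to 499 for chronic hypoxia, 0 to 1 for transient hypoxia (1 without R-C0 replicate 3 or 4), 214 to 488 for reoxygenation (488 without R-C0 replicate 3) and 0 to 0 for each difference of responses. Without the replicate block the counts were 269, 258, 308, 438, 0 and 216, 0 for each difference and 59 list tests, 11 list calls and 37 of 320 named gene results being lost. DESeq2 gave 267, 251, 305, 397, 0 and 203.

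With R-C0 replicates 1 and 3 exchanged the counts were 318, 314, 381, 561, 0 and 322, with both left out 311, 276, 387, 566, 0 and 372, and with numbers 3, 1 and 2 for replicates 1, 2 and 3 they were 319, 310, 385, 560, 0 and 314. A batch term with 2 levels (numbers 1 and 2 against 3 and 4) gave 300, 288, 356, 513, 0 and 282. The 70 list calls became 12 with an estimated correlation and 34 with fry, which tests another hypothesis. Both were run only with the batch numbers as labelled. In 5 list results the direction turned, all with both R-C0 libraries left out, at adjusted p = 0.0484 for NRF2 targets under irradiation in transient hypoxia, 0.816 for NRF2 targets in transient hypoxia, 0.0444 for glycolysis and 0.141 for NRF2 targets in the response of transient hypoxia against normoxia, and 0.0128 for NRF2 targets in that of chronic against transient hypoxia. The cause was not tested. No named gene turned direction, and of 2744 results of named genes with 1 replicate left out, 127 were lost and 9 gained. Histone genes below 1 CPM are limited by depth.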

Other observations

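The test of reoxygenation on gene sets from irradiated cells was set before its result was seen, and the tests of gene length and of single libraries left out after. Oxygen also acted in irradiated cells. Irradiated chronic hypoxia against irradiated normoxia gave 916 called genes in edgeR, 316 higher and 600 lower. HIF targets had 26 risen and 2 fallen of 36 (median 0.63, camera adjusted p = 4.7e-20), extracellular matrix genes 25 risen of 40 (0.50, 1.9e-15), glycolysis 14 risen and 1 fallen of 17 (0.43, 3.5e-06), and all 13 mitochondrially encoded genes fell (−0.67, 1.9e-09). With an estimated correlation the unadjusted p was 0.000756, 0.000694, 0.0938 and 0.0647. Irradiated transient hypoxia against irradiated normoxia gave 0 called genes in edgeR, with 1203 at an unadjusted p below 0.05, and no other tool was run on it.

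Part of the response to hypoxia may remain 4 h after reoxygenation, although no gene was called there. The 316 genes higher in irradiated chronic hypoxia had a median of 0.225 in unirradiated transient hypoxia against normoxia, libraries that took no part in choosing them, and 95% of 10000 random lists matched on expression lay between −0.01 and 0.03. The 600 lower genes had a median of −0.13 (random lists −0.02 to 0.02). In unirradiated chronic hypoxia against normoxia the medians were 1.10 and −0.76. Random lists measure the sampling of unrelated genes, not the spread between libraries, so they cannot show that the remainder exceeds that spread. Between R-C0 libraries, the 238 genes called higher in chronic hypoxia had a median excess from −0.329 (replicate 4) to 0.492 (replicate 3). The size of the remainder rests largely on R-C0 replicate 3, without which the medians were 0.083 (random lists −0.02 to 0.03) and −0.08 (−0.03 to 0.03). Without R-C0 replicate 1 they were 0.274 and −0.23, and without any other single library of these groups they lay between 0.203 and 0.278 and between −0.166 and −0.097.

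Stalling of transcription at lesions would lower long genes after irradiation. The median log2 fold change of genes over 100 kb minus that of genes under 10 kb was −0.032 in normoxia, 0.002 in transient and 0.055 in chronic hypoxia, which argues against a fall of long genes of 0.1 or more that could be seen at 4 h.

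The control group of the study appears to differ from the one used here. Although the study names its carbon ion contrast by the controls of that arm, it plots the unirradiated libraries of its carbon ion and X-ray arms as a single group, and its histone values add up across contrasts as they do with a shared control. The values below use the N-C0 libraries alone and another batch term. The study also refers to testing against a fold-change minimum, whereas the calls below were tested against no change. The number of genes called lower after irradiation under normoxia was 68 here. That is lower than the count quoted from the study above. The 231 genes called higher were also fewer than the count quoted. CENPE had −1.66 with a 95% interval from −1.86 to −1.47, a smaller fall than the value quoted. H2BC14 had a log2 fold change of −1.48 here, with a 95% interval from −2.35 to −0.605. That is a smaller fall than the value quoted from the study above. H1-3 had −0.93, with a 95% interval from −1.87 to 0.01 that includes no change. That is a smaller fall than the value quoted above. The 95% intervals of CDKN1A (2.64, from 2.12 to 3.16), MDM2 (2.38, from 2.06 to 2.70) and KIF2C (−1.24, from −1.35 to −1.13) included the values quoted.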
